A study of Mus musculus with 7 samples. Its data were reported in "TRIM28-dependent SUMOylation protects the adult ovary from activation of the testicular pathway" (2022).

How the data were processed

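Single cells from whole gonads of 8-week-old mice were profiled with droplet-based 3′ RNA sequencing. In the conditional knockout (cKO), a Cre recombinase driven by Nr5a1 deletes Trim28, which encodes a co-repressor and SUMO E3 ligase, in the somatic cells of the gonad. Trim28 libraries were available from 3 cKO ovaries of 2 mice, 3 control ovaries of 2 mice and 1 control testis, as GEO's labels give them. The labels call the control animals wild type, whereas the study's methods describe controls that carried floxed Trim28 alleles without the Cre or 1 floxed allele with it. Mouse 1 of each genotype gave 2 gonads and mouse 2 gave 1.

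The deposited values were unique molecular identifier (UMI) counts per gene and cell barcode, 1 filtered matrix per library. To make them, the authors dissociated the gonads with enzymes, sorted cells away from debris and doublets by flow cytometry, in the testis from haploid cells by their DNA content too, and sequenced Chromium 3′ version 2 libraries. Reads were demultiplexed with bcl2fastq and counted by Cell Ranger 3 with STAR on GRCm38 (mm10) and the GENCODE M15 annotation. Each file held whole numbers for 52551 genes. The 181 genes whose symbol occurs more than once were kept apart by gene ID, and because 2 IDs carry the symbol Sumo3, that gene did not enter the SUMO list. Cell Ranger counts reads that map to 1 gene, so values of near-identical copies (Hspa1a and Hspa1b, Olfr39 and Olfr873, the cystatins and the defensins) are uncertain. Coordinates were taken from GENCODE M21 on GRCm38, a later release than the one used for counting. Library totals ran from 5398173 UMIs (cKO mouse 2) to 86949848 UMIs (testis).

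The remaining steps were computed from those counts. Cells with at least 50 genes and genes seen in at least 3 cells were kept, which removed 359 of 20316 barcodes. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were taken, and 50 principal components fed a neighbour graph with 5 neighbours from each library, so that every library contributed to each cell's neighbourhood. Leiden clustering at resolution 1 gave 21 clusters (scanpy 1.11.5, leidenalg 0.10.2, umap-learn 0.5.12, Python 3.11.15). Trim28 and the listed genes were left out of the variable genes, so that they could be compared within clusters. A cluster took the name of the marker set with the highest mean standardised level if that score led the next type's by at least 0.3, at least 3 of the markers reached 20 CPM (UMIs scaled to a common total) and its top 10 genes by fold held no more markers of another type than of its own. A cluster of much shallower cells than the rest of their library also needed a marker of its own among those 10 genes. The margin of 0.3 was set after the clusters were seen. No doublet caller was applied in the main results. Scrublet marked 34 of 19957 cells (0.170%), too few to count as a working call, so the 5% of cells with the highest scores in each library were left out in a further alternative.

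The replicate was the mouse, with n = 2 per genotype. UMIs of a class were summed over its cells and over the gonads of a mouse, for mice with at least 10 cells of that class. Genes past edgeR's filterByExpr were tested with edgeR 4.0.16 (TMM factors, quasi-likelihood F test, R 4.3.3) and the Benjamini-Hochberg adjustment at 0.05. A gene is called changed here when its adjusted p is under 0.05, and all adjusted p-values of genes below are from this test unless another tool is named. The difference of the cKO effect between supporting-like and stromal-like cells was tested as the interaction of genotype and class, with the mouse as a block. Gene lists were tested with camera (limma 3.58.1) at its preset inter-gene correlation and adjusted over the lists of a class. The rotation test fry stands beside it in supporting-like cells. Of the 30 calls among 88 list tests in 5 classes, 0 held with an estimated correlation, and the adjusted p with it stands beside the calls. With n = 2 per genotype that version has few degrees of freedom, so a list could hardly pass it. A call lost there does not show that the list did not move. The study tested single cells between clusters, which takes cells as replicates. Shares of cells were compared with a two-sided exact permutation test over mice, which cannot go below 0.333 with 2 mice against 2. For shares of cells with a UMI, each cell was thinned at random to 1500 UMIs and shallower cells were left out. Intervals of shares are exact binomial (Clopper-Pearson) and those of counts exact Poisson, both at 95%, and cover counting error only, as does the upper limit of 3 counts used where none were seen. The testis gave 1 library, so its values stand without a test.

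Lists, markers, the tests of genes, lists and shares and the rule for named genes were set before the data were examined, and tests and rules chosen later are marked where they are used. The lists hold granulosa, Sertoli, embryonic gonad progenitor, Leydig and theca, steroid synthesis, cholesterol synthesis, luteal, atretic granulosa, WNT pathway, basement membrane, cell junction, SUMO pathway, imprinted, interferon response, germline, cell cycle, and immediate early and stress genes, and the Zfp family (symbols of Zfp and digits). Many Sertoli and granulosa genes are ones the study discusses from these or related samples. The rule named Trim28, the genes the study discusses for single cells, the 10 higher and 10 lower genes with the smallest p in supporting-like cells (5 and 5 in other classes) whose cKO mice both lay on one side of both controls, and up to 4 members of each list by smallest p. Of lists that were not called, only members that were themselves called are named. Genes outside the rule are said to have been chosen after their values were seen.

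The procedure was tested on simulated counts with the real library sizes and spread. In supporting-like cells it recovered 4.17% of genes changed 2-fold and 64.2% of genes changed 4-fold, and 7 of its 72 calls were unchanged genes. In the other classes it recovered between 3.13% and 11.2% at 2-fold and between 62.0% and 75.6% at 4-fold. A simulated list moved 2-fold was called at an adjusted p of 5.27e-10 and 0 of 17 other lists were. Simulated genes were drawn independently of each other, so this does not test lists whose genes vary together.

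Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, the mouse number as a block, single libraries in limma-voom with the mouse as a random block, each mouse and each library left out, a stricter cell filter (500 genes, under 20% mitochondrial UMIs), Scrublet calls removed, no balancing of libraries, listed genes kept among the variable genes, Leiden resolution 2 and cells thinned to 1500 UMIs. Shares were also computed without erythroid-like cells, without thinning and after thinning to 1000 and 3000 UMIs. Alternatives chosen after seeing the data were the highest Scrublet scores left out, supporting-like cells without the Sertoli-led cluster or in cluster 3 or cluster 7 alone, and cluster 2 in place of or together with cluster 1 for the stromal-like class. The public testis libraries that the study added to its own were not part of the series and were left out. The labels do not say which exons of Trim28 are floxed, so the 3′ tags may lie outside the deleted part and then do not check the deletion. Results for some single genes are not reported here.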

Results

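RNA was counted in single cells of whole gonads from adult mice, as UMIs per gene and cell. Ovaries with Trim28 targeted for deletion in somatic cells (cKO) gave 3 libraries from 2 mice, with 7292 cell barcodes and 27337973 UMIs. Control ovaries gave 3 libraries from 2 mice, with 7051 barcodes and 43040137 UMIs. A control testis gave 1 library, with 5973 barcodes and 86949848 UMIs, and its values have no replicate. The 2 gonads of cKO mouse 1 held 11662141 and 10277659 UMIs and the gonad of cKO mouse 2 held 5398173. The 2 gonads of control mouse 1 held 9637631 and 9227150 UMIs and the gonad of control mouse 2 held 24175356. The median cell held between 2825 and 3204 UMIs in the cKO libraries and between 4992 and 5171 in the control libraries. Values below are means over mice with SD (n = 2 cKO and 2 control), and levels are CPM within a cell class. SE is an approximate standard error of a log2 fold change of cKO over control. It was taken back from the test, as the size of the fold change divided by the square root of edgeR's F statistic. Every gene said to have risen or fallen was on that side in both cKO mice against both control mice.

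The first question was which cells the ovaries held. Supporting-like cells, the class of granulosa and Sertoli cells, made up 17.8% and 10.5% of the cells of the cKO mice and 30.7% and 16.3% of the cells of the control mice. Their share was 14.1% ± 5.20 in cKO and 23.5% ± 10.2 in control ovaries, a difference of -9.35 percentage points. This was smaller than the spread between control mice (two-sided exact permutation p = 0.667, where 0.333 is the lowest possible). That difference became -2.14 without control mouse 1, -16.6 without control mouse 2 and -5.68 without cKO mouse 2. Leading genes of the clusters that hold these cells changed too, which limits what the share shows. In cKO, 5 of cluster 3 were lower, and 8 of cluster 7 and all 5 tested of cluster 4 were higher. Endothelial-like cells made up 6.30% ± 2.82 and 3.64% ± 0.0997 of cKO and control cells. Myeloid-like cells made up 8.16% ± 0.382 and 5.26% ± 3.33, and epithelial-like cells 2.52% ± 0.315 and 1.04% ± 0.335 (exact permutation p = 0.333 for each of the 3 classes). Erythroid-like cells made up 5.59% ± 1.33 and 3.35% ± 1.08 (exact permutation p = 0.333), and lymphoid-like cells 7.74% ± 3.45 and 4.96% ± 2.14 (exact permutation p = 0.667). Germ-like cells, which formed most of the testis library, made up 0.771% ± 0.0414 and 1.13% ± 0.573 of the ovarian cells. Stromal-like cells numbered 1718 and 576 in the cKO mice and 217 and 388 in the control mice, and steroidogenic-like cells 405 and 49 against 422 and 203. Because 9 of the 10 leading genes of the stromal-like cluster and 3 of the 10 of the steroidogenic-like cluster were themselves called higher in cKO, the sizes of these classes were not compared. Clusters whose scores for 2 types lay too close stayed unnamed. Of these, cluster 2, led by Acta2, Tagln, Tpm2 and Myl9, held 12.1% and 7.35% of cKO cells and 30.3% and 23.8% of control cells. Cluster 8, led by Akr1c18 and Sfrp4, held 1.44% and 0.405% against 0.606% and 21.2%, and cluster 14 held 2.69% and 5.12% against 0.734% and 0.614%.

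Trim28 (ENSMUSG00000005566.14, chromosome 7, 12999114 to 13031035, GRCm38) was lower in cKO supporting-like cells. It stood at 11.6 ± 0.0177 CPM in cKO and 44.7 ± 9.20 CPM in control mice, with 39 and 7 UMIs in the cKO mice and 276 and 265 in the control mice. The log2 fold change was -1.94 (SE 0.28), with an edgeR quasi-likelihood p of 0.0104 after Benjamini-Hochberg adjustment. In stromal-like cells Trim28 stood at 10.1 against 18.6 CPM, with a log2 fold change of -0.86 (SE 0.33, adjusted p = 0.238 by edgeR). In steroidogenic-like cells it stood at 9.16 against 21.5 CPM (log2 fold change -1.14, SE 0.40, adjusted p = 0.348 by edgeR). In endothelial-like and myeloid-like cells the log2 fold changes were -0.36 (SE 0.45) and -0.06 (SE 0.42), at adjusted p = 0.943 and 0.999 by edgeR. The difference between the supporting-like and the stromal-like effect, -1.22 (SE 0.44), did not pass its test (adjusted p = 0.15 by edgeR). The supporting-like call was lost without cKO mouse 1 (-1.95, adjusted p = 0.118) and in cluster 3 alone (-1.31, adjusted p = 0.124). Its adjusted p ran from 5.53e-08 to 0.124 over 25 alternatives. The deleted exons are not given in the labels, so these 3′ counts do not establish how complete the deletion was.

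The main question was how granulosa and Sertoli genes changed in supporting-like cells of the cKO. Nr5a2 (chromosome 1, 136842571 to 136960448), a nuclear receptor that granulosa cells need for ovulation, fell from 271 ± 40.5 to 27.5 ± 3.91 CPM (log2 fold change -3.26, SE 0.23, adjusted p = 0.00128 by edgeR). Cldn11 (chromosome 3, 31149920 to 31164324), a tight junction protein of the blood-testis barrier, rose from 27.4 ± 9.45 to 250 ± 141 CPM (3.22, SE 0.43, adjusted p = 0.00865 by edgeR). Ptgds (chromosome 2, 25466709 to 25470046), a prostaglandin D synthase of Sertoli cells, rose from 13.6 ± 0.110 to 156 ± 24.4 CPM (3.53, SE 0.22, adjusted p = 0.000824 by edgeR). Of the transcription factors of the Sertoli lineage, Sox9 (chromosome 11, 112782224 to 112787760) rose from 4.81 ± 0.244 to 26.8 ± 9.93 CPM and Gata1 (chromosome X, 7959260 to 7978071) from 0.829 ± 0.194 to 14.2 ± 6.01 CPM. Their log2 fold changes were 2.57 (SE 0.34) and 4.20 (SE 0.51), with adjusted p = 0.0077 and 0.00576 by edgeR. The control supporting-like cells lay mostly in cluster 3 (78.3% and 65.4%), led by Inhba, Bex4, Amh and Inhbb, and the cKO cells mostly in cluster 7 (71.1% and 63.2%), led by Pnliprp1, Cldn11 and Clu. The Sertoli-led cluster 4 held the rest, 6.59% and 8.39% in cKO and 8.73% and 13.3% in control mice. Its share was thus lower in both cKO mice. Most cells of cluster 4 were 1202 testis cells with a median of 918 UMIs and much germ cell RNA. The ovarian cells in it are therefore not shown to be Sertoli cells. The median depth of supporting-like cells was 2772 UMIs in cKO and 6489 in control mice.

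**Figure D1:**
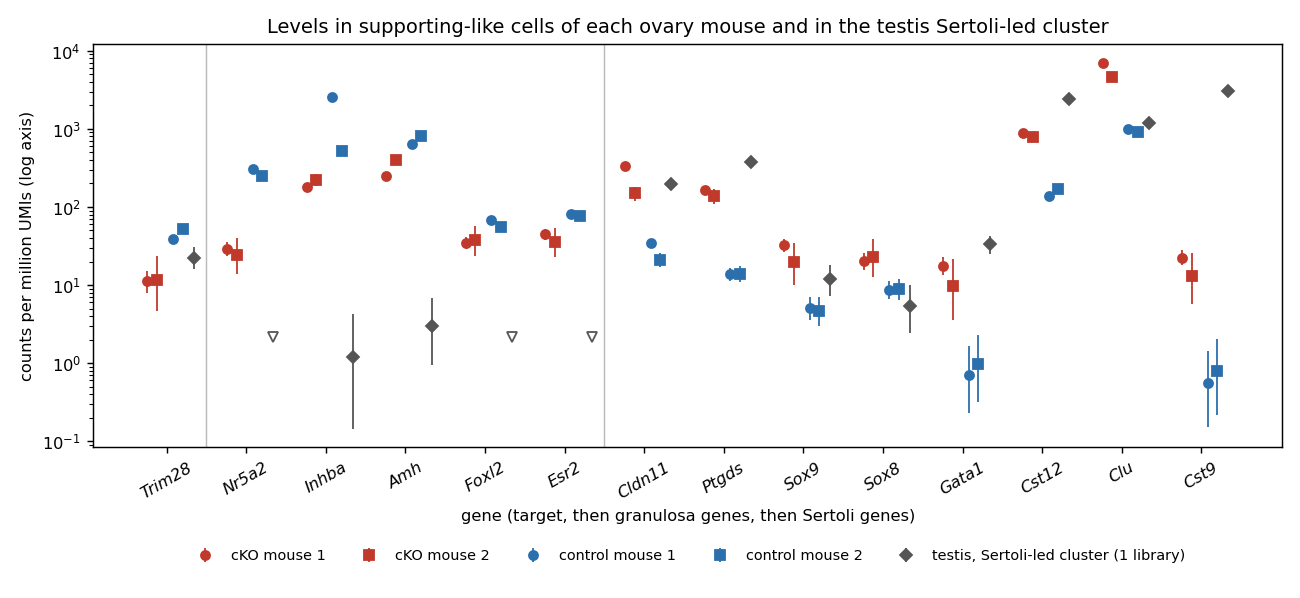
Levels of Trim28, 5 granulosa genes and 8 Sertoli genes in supporting-like cells, as CPM on a log axis, with a point for each cKO and control mouse and for the Sertoli-led cluster of the testis. Bars are 95% Poisson intervals of the counts and open triangles are upper limits where no UMI was seen. Levels are before scaling between mice. On this scale the mean of Nr5a2 is 26.8 CPM in cKO against 275 CPM in control mice, and that of Cldn11 is 242 against 27.7 CPM.

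Of the 21 listed granulosa genes, all tested, 4 fell, 0 rose and 17 did not pass (14 lower when adjusted over the list alone). Besides Nr5a2, these were Inhba, Inhbb and Amh. Inhba, a subunit of activin and inhibin (chromosome 13, 16011851 to 16031621), went from 1517 ± 1424 to 206 ± 25.8 CPM (log2 fold change -2.89, SE 0.66, adjusted p = 0.0486 by edgeR). Amh, anti-Müllerian hormone, went from 709 ± 117 to 328 ± 99.3 CPM (-1.13, SE 0.25, adjusted p = 0.0456), and Inhbb fell by 1.67 on the log2 scale (SE 0.29). Foxl2, which maintains granulosa identity, stood at 37.1 ± 1.23 against 60.3 ± 8.48 CPM (-0.71, SE 0.22, adjusted p = 0.123 by edgeR), and Esr2 at 41.3 ± 7.07 against 76.9 ± 3.33 CPM (-0.85, SE 0.21, adjusted p = 0.0671). Wnt4 (-1.17, adjusted p = 0.108), Fst (-1.22, adjusted p = 0.128), Cyp19a1 (-2.87, adjusted p = 0.156), Hsd17b1 (-0.07, adjusted p = 0.873) and Serpine2 (0.41, adjusted p = 0.207) did not pass either, and Rspo1, a WNT pathway gene the study discusses, was too low to be tested. The list as a whole moved down (camera adjusted p = 9.14e-05, median log2 fold change -0.85), with an adjusted p = 0.493 with an estimated correlation. Inhba, Inhbb and Amh are among the leading genes of cluster 3. Without cKO mouse 1, Inhba, Inhbb and Amh lost their calls, at adjusted p up to 0.251. Inhba lost its call without cKO mouse 2 as well, and its log2 fold change ran from -3.64 to -1.35 with each mouse left out. In cluster 3 alone, Nr5a2 was still lower (-2.37, adjusted p = 0.0149 by edgeR, the highest of its 25 alternatives, the lowest being 3.17e-33), whereas Inhba (-1.95), Inhbb (-0.87), Amh (-0.39) and Foxl2 (-0.11) were not called. Inhba and Amh also lost their calls with listed genes kept, without the Sertoli-led cluster and without the highest Scrublet scores, and Inhba did in cluster 7 alone and without Scrublet calls. Genes that did not pass were called in some alternatives. Foxl2 was called lower in 3 of 25 (-1.63 in cluster 7 alone, adjusted p from 0.00437 to 0.947 over all 25), Fst in 7 of 25 (1.01e-06 to 0.859), Cyp19a1 in 4 of 24 (3.68e-22 to 0.518), and Esr2 (0.00889 to 0.948) and Wnt4 (0.000171 to 0.406) in 3 of 25 each. Hsd17b1 was called higher in cluster 7 alone (1.55, adjusted p from 0.00115 there to 0.998) and Serpine2 in cluster 3 alone (1.16, from 0.0224 there to 0.981).

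Of the 25 listed Sertoli genes, 21 were tested, and 14 rose, 0 fell and 7 did not pass (15 higher when adjusted over the list alone). Besides Cldn11, Ptgds, Sox9 and Gata1, they included the secreted cystatin Cst12 (from 151 ± 22.5 to 859 ± 89.7 CPM, log2 fold change 2.51, SE 0.20). They also included clusterin Clu (from 929 ± 56.7 to 6002 ± 1887 CPM, 2.69, SE 0.24) and Cst9 (from 0.663 to 18.3 CPM, 4.87). Sox8, a close relative of Sox9, rose from 8.64 ± 0.0810 to 22.1 ± 1.44 CPM (1.33, SE 0.28, adjusted p = 0.0346 by edgeR), and Nr0b1 from 12.9 ± 1.88 to 28.9 ± 1.15 CPM (1.17, SE 0.26, adjusted p = 0.0447). Rhox8 did not pass (-0.12, SE 0.68, adjusted p = 0.961), but it was called higher without control mouse 1 (1.5, adjusted p = 0.000325) and in cluster 7 alone (3.12), with 0.998 as the highest adjusted p of 25 alternatives. Dmrt1 was too low to be tested (1.81 against 0 CPM before scaling between mice). Abtb2, also on the list, rose from 2.17 to 11.6 CPM (2.40, SE 0.42, adjusted p = 0.0187). The Sertoli list as a whole moved up (camera adjusted p = 3.39e-09, median 2.15), with an adjusted p = 0.493 with an estimated correlation. The study discusses many of these Sertoli and granulosa genes from these samples, so their counts are not independent evidence of a direction. Without cKO mouse 1, Gata1, Sox9, Sox8, Nr0b1, Cst9 and Abtb2 lost their calls (adjusted p up to 0.265). Sox8 lost it without each other mouse too, and Nr0b1 without cKO mouse 2 or control mouse 2. Neither was called by DESeq2 or in thinned cells (adjusted p up to 0.434), and Nr0b1 was not called in cluster 7 alone either. In cluster 3 alone the log2 fold changes were -0.43 for Cldn11, 0.23 for Ptgds and 0.23 for Clu, none of them called. In cluster 7 alone they were 1.72, 2.46 and 2.89, all called at adjusted p up to 0.0065 by edgeR, with 10 of the 11 Sertoli genes still tested called higher there and 1 of 10 in cluster 3. Cldn11, Clu and Cst9 are leading genes of clusters 7 and 4.

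In supporting-like cells 653 genes rose and 140 fell of 12365 tested (edgeR, 2624 at an unadjusted p under 0.05, and DESeq2 called 738). The chemokine receptor gene Ccr9 (chromosome 9, 123678439 to 123784330) went from 0.428 to 185 ± 33.0 CPM (log2 fold change 8.74, SE 0.36). The TGF-beta pseudoreceptor gene Bambi (chromosome 18, 3507923 to 3516404) went from 27.7 ± 4.70 to 669 ± 103 CPM (4.59, SE 0.24). The neighbouring olfactory receptor genes Olfr39 (chromosome 9, 20282351 to 20287578) and Olfr873 (20298532 to 20303599), whose reads may not be fully separable, rose by 8.24 and 7.39 on the log2 scale. Ly6h (7.34), Aqp8 (5.21), Efhd1 (4.51), Atf7ip2 (4.26), Creb5 (3.72) and the glutathione transferase Gstm1 (3.15, from 373 ± 21.8 to 3295 ± 578 CPM) completed the 10 higher genes of smallest p, at adjusted p from 0.000318 to 0.000807 by edgeR. Hsd3b1 (chromosome 3, 98852194 to 98859794), a steroid dehydrogenase, had the smallest p of the lower genes, going from 910 ± 185 to 84.1 ± 9.18 CPM (-3.42, SE 0.23, adjusted p = 0.00106). Next came Nr5a2, Col9a2 (-2.64), the epithelial keratin Krt8 (-4.64), Slc38a1 (-2.63), Bex4 (-1.77, a leading gene of cluster 3), Heph (-2.01), Dsp (-4.43), which encodes desmoplakin, Ptgis (-1.90) and Il13ra2 (-5.88), at adjusted p up to 0.00439. Summed markers of steroidogenic cells stood at 268 against 1200 CPM and those of epithelial cells at 9.18 against 101 CPM in cKO and control supporting-like cells. The former include Hsd3b1 and the latter Krt8, both named above as lower, so the sums are no separate check on admixed cell types. Star, also a steroidogenic marker, went the other way and rose. Stromal markers (369 against 291 CPM) and erythroid markers (1966 against 2291 CPM) overlapped between mice. Each of these 10 higher and 10 lower genes but Il13ra2 (adjusted p = 0.0627 without cKO mouse 1) stayed called with each mouse left out in turn. In this class 32 of the 74 called genes named did. In cluster 3 alone Gstm1 (0.53), Efhd1 (0.97), Creb5 (1.49), Bex4 (-1.05), Ptgis (-1.59) and Il13ra2 (-4.27) were not called, at adjusted p up to 0.727. Of the genes named, 24 of 67 tested kept their calls there, against 56 of 62 in cluster 7 alone. The count of 793 changed genes became 199 without cKO mouse 1, 1460 without control mouse 1, 138 in cluster 3 alone and 1040 in cluster 7 alone.

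Immediate early and stress genes rose together in supporting-like cells, 12 of 17 tested (16 when adjusted over the list alone), with a median log2 fold change of 1.33. The list had a camera adjusted p of 8.59e-09 and an adjusted p = 0.63 with an estimated correlation. The heat shock gene Hspa1a went from 28.0 ± 11.8 to 342 ± 59.0 CPM (3.61, SE 0.33), Atf3 from 151 to 680 CPM (2.18), Btg2 rose by 1.86 and Ier3 by 1.64 on the log2 scale. The share of mitochondrial UMIs was 1.37% and 1.79% in the cKO mice and 1.23% and 1.55% in the control mice. Interferon response genes moved up, with 4 of 13 risen (8 over the list alone), among them Oasl2 (2.21), Ifi27l2a (2.61) and Oas1a (3.34). Cell junction genes moved up, with 4 of 9 risen (5 higher and 1 lower when adjusted over the list alone), and besides Cldn11 these were Jam2 (1.41), F11r (1.5) and Nectin2 (1.17). Cell cycle genes moved down, with 3 of 21 fallen (5 over the list alone), namely Cenpf (-1.70), Ccnb2 (-1.38) and Top2a (-1.81), and Ccnd2 (-1.18) had an adjusted p = 0.0568. Their camera adjusted p-values were 9.14e-05 for interferon and cell cycle genes and 0.00435 for junction genes. With an estimated correlation the adjusted p-values were 0.493 for interferon and junction genes and 0.868 for cell cycle genes. The rotation test fry, which does not set a list against other genes, gave adjusted p-values from 0.114 to 0.397 for these 4 lists and the granulosa and Sertoli lists. Without cKO mouse 1 the junction list (adjusted p = 0.0675) and the cell cycle list (0.318) were not called, and in cluster 3 alone the stress list was the only one of the 6 called (0.000239). In cluster 7 alone all 6 were called, at adjusted p from 9.17e-12 (stress) to 0.00559 (junction). Over 25 alternatives the highest adjusted p was 0.000239 for the stress list, 0.171 for the interferon and junction lists, 0.537 for the cell cycle list, 0.247 for the granulosa list and 0.317 for the Sertoli list. The lowest lay between 5.26e-27 (stress) and 1.67e-05 (junction). Among the genes, Btg2, Oasl2, Ifi27l2a, F11r, Nectin2, Cenpf, Ccnb2 and Top2a lost their calls without cKO mouse 1, at adjusted p up to 0.228. Top2a lost it also without cKO mouse 2, and Oas1a in each of the 3 fits that tested it. In cluster 3 alone Hspa1a, Atf3 and all of these genes tested there were not called, at adjusted p up to 0.677.

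The other lists were not called in supporting-like cells. Of 17 steroid synthesis genes 2 rose and 3 fell (2 and 4 adjusted over the list alone, list adjusted p = 0.417). The cholesterol transporter gene Star rose from 5.25 ± 3.51 to 111 ± 42.8 CPM (4.49, SE 0.49) and the lipoprotein receptor gene Scarb1 rose (1.67), while Hsd3b1, Cyp11a1 (from 221 to 66.7 CPM, -1.67) and Akr1c14 (-1.54) fell. Of 10 luteal genes 1 rose and 3 fell, among them the prolactin receptor gene Prlr at -3.51 (2 and 4 over the list alone, list adjusted p = 0.81). The lists of 17 cholesterol synthesis, 18 basement membrane, 8 embryonic gonad progenitor and 5 Leydig and theca genes each had an adjusted p of 0.933 and 1 risen gene. Sc5d (1.47), Sparc (1.33) and Gadd45g (1.82) were those of the first 3 lists, and adjusted over the list alone the counts were 2, 2, 1 and, for Leydig and theca genes, 2 higher and 2 lower. The maternally expressed imprinted RNAs Meg3 (from 616 ± 70.2 to 1718 ± 71.3 CPM, 1.48, SE 0.17), Rian (1.29) and Mirg (1.38) rose, of 17 imprinted genes tested. The paternally expressed Nnat fell from 139 to 22.1 CPM (-2.86), and the list was not called (adjusted p = 0.916). Of 250 tested members of the Zfp family 12 rose and 0 fell (0.476, median 0.13), among them Zfp771 (2.71), Zfp641 (2.98), Zfp948 (2.54) and Zfp445 (1.68). Among 9 WNT pathway genes (0.485), 4 atretic granulosa genes (0.252), 5 germline genes (0.933) and 17 SUMO pathway genes (0.933), edgeR called 0, and the median of the SUMO genes (-0.02) differed in sign from their mean and test. Without cKO mouse 1, Cyp11a1, Akr1c14, Prlr, Sparc, Gadd45g, Rian, Mirg, Zfp641, Zfp948 and Zfp445 lost their calls (adjusted p up to 0.276). So did Sc5d without cKO mouse 2 (0.0593, highest of its alternatives 0.0703) and Mirg without each other mouse. In cluster 3 alone Star (0.74, adjusted p = 0.832), Akr1c14, Prlr, Sparc, Gadd45g, Mirg, Zfp771, Zfp948 and Zfp445 were not called.

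**Figure D2:**
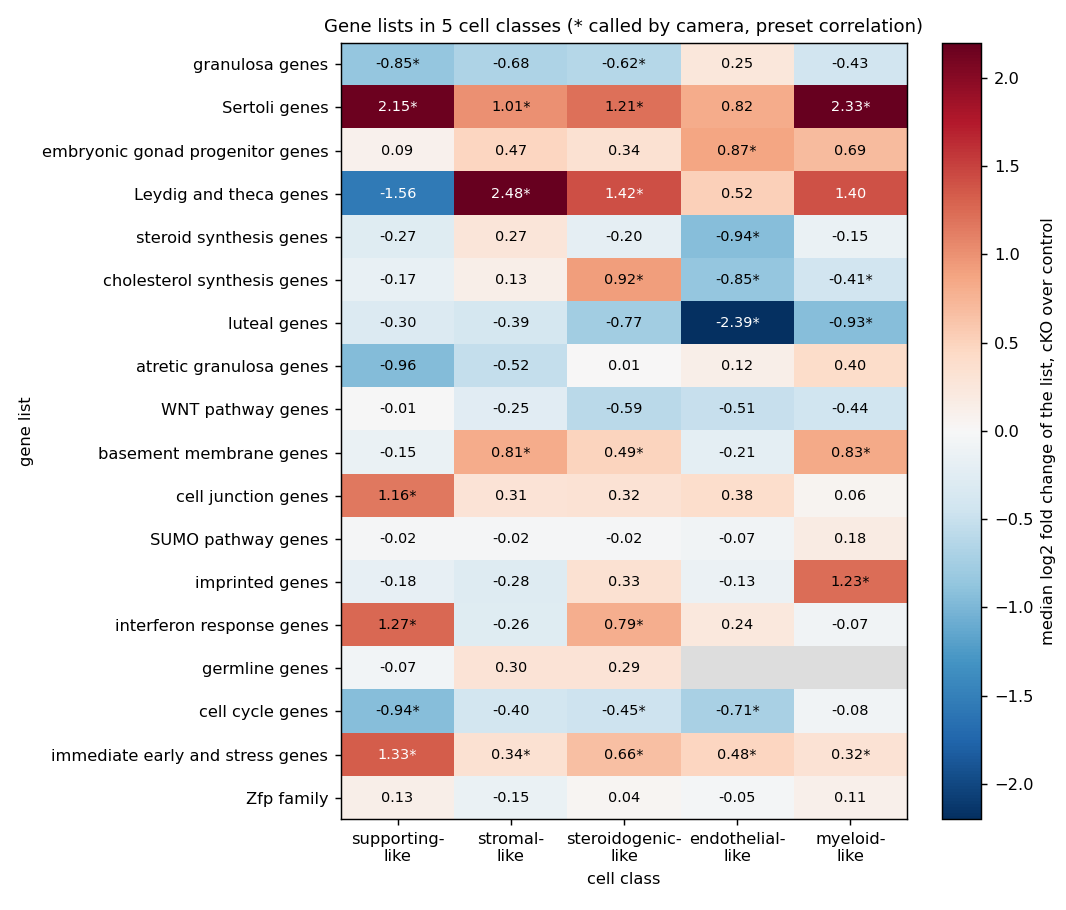
Median log2 fold change of cKO over control for 18 gene lists in 5 cell classes, as a colour scale, with a star where camera called the list at its preset correlation and grey where no member was tested. The Sertoli list stands at 2.15 in supporting-like cells and the granulosa list at -0.85, and 0 of the 30 starred lists held with an estimated correlation.

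Shares of cells with at least 1 UMI were compared after thinning each cell to 1500 UMIs, to see how many cells carried each gene. Cldn11 was seen in 29.1% and 23.6% of cKO supporting-like cells and in 4.35% and 4.45% of control ones (unthinned means 32.8% against 12.3%). In endothelial-like cells, which should lack it, the share was 8.33% and 6.12% in cKO and 7.61% and 5.98% in control mice, so the control supporting-like share lies at background. Ptgds was seen in 14.3% and 16.5% against 1.34% and 1.3% of supporting-like cells (unthinned 20.7% against 5.0%), with no UMI in endothelial-like cells. Cst12 was seen in 53.7% and 57.5% against 16.3% and 21.3% (unthinned 65.2% against 41.2%) and in at most 2.22% of endothelial-like cells. Sox9 was seen in 3.74% and 4.72% against 0.780% and 0.928% (unthinned 5.73% against 3.05%, endothelial-like at most 1.11%) and Gata1 in 3.16% and 0.787% (27 of 855 and 1 of 127 cells) against 0.223% and 0% (unthinned 4.58% against 0.670%, endothelial-like at most 0.556%). Over both cKO mice the intervals of Sox9 and Gata1 overlapped those of endothelial-like cells. Sox8, seen in 1.99% and 6.30% against 2.01% and 0.742%, overlapped between the genotypes, as did Nr0b1. Nr5a2 was seen in 3.39% and 1.57% of cKO against 34.6% and 32.1% of control supporting-like cells (unthinned 6.77% against 69.1%). Inhba was seen in 7.84% and 5.51% against 48.5% and 24.3% (unthinned 11.8% against 47.7%), and Foxl2 in 4.25% against 10.2% (unthinned 10.4% against 32.0%). In endothelial-like cells these 3 genes were seen in at most 2.56%, 4.35% and 0.556% of cells. Nr5a2 was seen in 0 of 180 endothelial-like cells of cKO mouse 1 (95% interval up to 2.03%), under the interval of its supporting-like cells (2.28% to 4.84%), while the intervals overlapped in cKO mouse 2. Of the 46 genes of both lists, 11 of 25 Sertoli genes had higher shares in both cKO mice than in both control mice and 2 (Rhox5 and Drd4) had lower ones, and 17 of 21 granulosa genes had lower shares. That makes 30 of 46 without overlap, where chance gives 33.3%, and each has a two-sided exact permutation p of 0.333, the lowest possible. Thinning left out 14.6% and 18.1% of cKO and 6.76% and 11.5% of control supporting-like cells. Before it the median depths of endothelial-like cells were 2097 UMIs in cKO and 2859 in control mice.

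**Figure D3:**
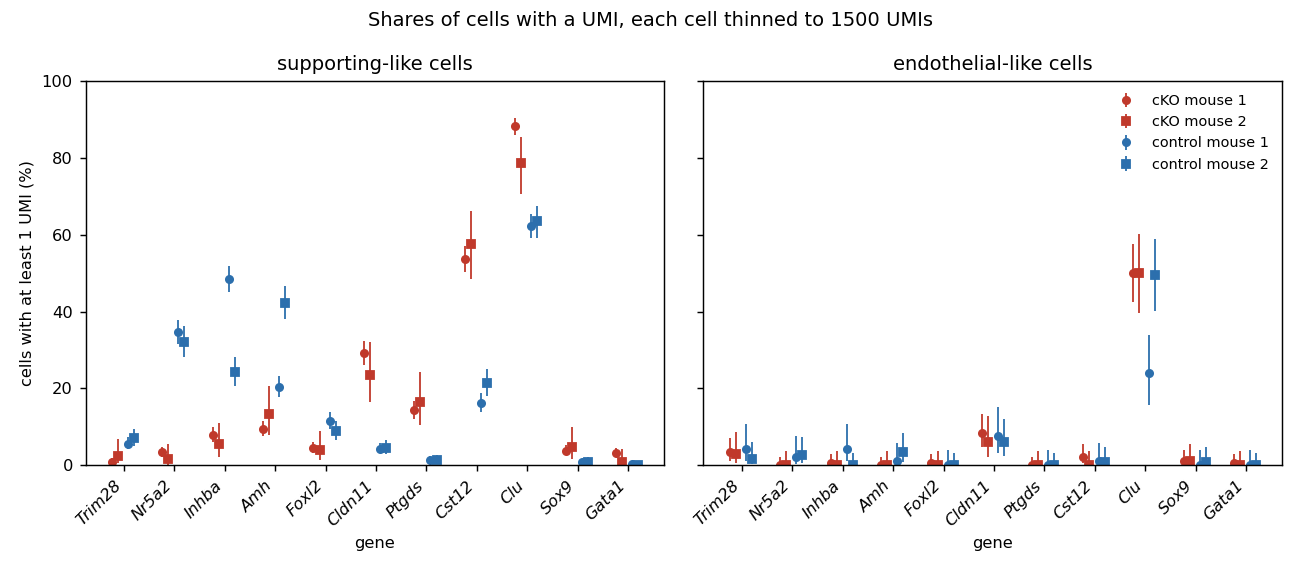
Percent of cells with at least 1 UMI of 11 genes after thinning to 1500 UMIs, for each cKO and control mouse, in supporting-like cells and in endothelial-like cells as background. Bars are 95% binomial (Clopper-Pearson) intervals, and Cldn11 stands at 29.1% and 23.6% in cKO supporting-like cells against 4.35% and 4.45% in control ones.

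The control testis was set beside these cells to see how far the cKO levels reached those of its Sertoli-led cluster. That cluster held 1202 cells of low depth (median 918 UMIs), and all values here are CPM before scaling between mice. The sperm protamine gene Prm1 stood at 24128 CPM in it and 23923 CPM in all other testis cells, so its cells carried much germ cell RNA and its levels are not those of pure Sertoli cells, although the authors' sort of the testis was set to leave out haploid cells. Cldn11 stood at 242 CPM in cKO supporting-like cells, 27.7 in control ones and 198 in the testis cluster, and Sox9 at 26.0, 4.88 and 11.8 CPM. Ptgds (152, 13.8 and 376 CPM), Cst12 (837, 153 and 2418 CPM) and Gata1 (13.7, 0.840 and 33.0 CPM) lay between control and testis. Cst9, at 17.8 CPM in cKO and 3101 CPM in the testis, and Defb19, at 440 and 6942 CPM, reached 0.574% and 6.34% of the testis level. Of the 25 Sertoli genes, 20 were above the control mean in cKO, and 13 of them lay between control and testis. At the other end 10 of the 25 were at or above the lower bound of the testis interval, but for 4 of these (Sox8, Dhh, Mro and Drd4) the control mean was above the testis level as well, at 120% to 339% of it, and Dhh and Drd4 were lower in cKO than in control. Under 10% of the testis level were 9 genes. With 1 testis library these comparisons describe that library.

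When the supporting-like cells of all libraries were clustered again, 8 sub-clusters appeared. Sub-clusters 2 and 3, which came mostly from cKO ovaries, summed to 12780 and 8041 CPM of Sertoli genes and 5179 and 9835 CPM of granulosa genes. Sub-cluster 1, mostly from control ovaries, had 1804 CPM of Sertoli and 19957 CPM of granulosa genes. Sub-cluster 0, with 87.5% of the supporting-like testis cells, had 3950 CPM of granulosa genes, 18235 CPM of Sertoli genes and 47083 CPM of germline genes, with Prm1, Prm2 and Tnp1 among its leading genes beside Cst9 and Defb36. Different genes carry the Sertoli sums, so they do not show a like profile. In all cKO supporting-like cells and the testis cluster, before scaling, Clu stood at 5830 and 1201 CPM. Defb19 stood at 440 and 6942 CPM and Cst9 at 17.8 and 3101 CPM. Stress genes stood at 35402 and 27734 CPM in sub-clusters 2 and 3 and at 13927 CPM in sub-cluster 1. Sub-cluster 2 held 45.6% and 34.2% of the supporting-like cells of the cKO mice and 3.01% and 3.12% of those of the control mice. Sub-cluster 3 held 27.6% and 30.3% and then 3.33% and 4.76%, and sub-cluster 1 held 4.20% and 5.16% and then 45.4% and 31.2%. Haemoglobin genes and Hspa1a led sub-cluster 2, and Creb5, Edn1, Star and Atf3 led sub-cluster 3. Since Hspa1a, Creb5, Star and Atf3 rose in cKO, these sizes were not tested. Within cKO mouse 1, 85.9% of the 249 thinned cells with a Cldn11 UMI also had a UMI of Inha, Inhba, Inhbb, Foxl2, Hsd17b1 or Serpine2, as did 94.6% of the cells without one, and in cKO mouse 2 it was 27 of 30 cells. The background for these 6 genes was high, as they were seen in 35.6% and 25.5% of the endothelial-like cells of the cKO mice. Whether free RNA, doublets or expression gave that background was not tested.

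Stromal-like cells, which came from cluster 1, were compared to see whether other somatic cells changed. Cluster 1 held 30.6% and 38.8% of cKO and 6.92% and 10.4% of control cells, and together with the unnamed cluster 2, which ran the other way, 42.6% and 46.2% against 37.3% and 34.2%. Control counterparts of the cKO cells may therefore lie in cluster 2. The complement genes C3 and C4b rose from 23.2 ± 4.72 to 670 ± 112 CPM (log2 fold change 4.88, SE 0.30) and from 11.1 ± 0.653 to 336 ± 23.2 CPM (4.90, SE 0.27). The imprinted RNA Rian rose from 4.54 ± 2.66 to 164 ± 12.7 CPM (5.0, SE 0.35), and Cilp (3.69) and the protease inhibitor gene Serpina3n (5.36) were the other two of the 5 higher genes of smallest p. Their adjusted p ran from 0.00171 to 0.00185 by edgeR. The matrix gene Thbs4 fell from 50.6 to 1.79 CPM (-4.76, SE 0.33), followed by Adgrl3 (-2.81), Ddit4l (-2.50), Tenm4 (-2.67) and Clec1a (-2.67), at adjusted p up to 0.0103. In all 222 genes rose and 47 fell of 9215 tested (edgeR, 1619 at an unadjusted p under 0.05, and DESeq2 called 361). C3 and Serpina3n are among the leading genes of cluster 1, and median depth was 3050 UMIs in cKO against 3392 in control cells. The count of 269 became 76 without control mouse 2, 176 without control mouse 1, 774 without cKO mouse 1 and 485 without cKO mouse 2. It was 148 with cluster 2 in place of cluster 1, where 79 of the 255 calls still tested held and C3 (2.88), C4b (3.46), Cilp (2.21), Adgrl3 (-0.59), Ddit4l (-1.31) and Clec1a (-1.08) did not pass (adjusted p up to 0.474), 846 with both clusters, and between 545 and 836 where another filter or clustering set the class anew.

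Basement membrane genes were the list with the smallest camera adjusted p at the preset correlation in stromal-like cells (4.82e-05). They had 6 of 19 risen (11 adjusted over the list alone) and a median of 0.81. With an estimated correlation the adjusted p was 0.643 for this list and for each of the 3 lists that follow. Among them were the collagen IV genes Col4a4 (from 52.7 to 234 CPM, 2.16) and Col4a3 (from 6.92 to 49.9 CPM, 3.09), Col13a1 (3.09) and the most abundant one, Sparc (from 1876 to 5260 CPM, 1.49). Of Leydig and theca genes 2 of 5 rose (4 over the list alone, list adjusted p = 0.00314), Hsd11b1, a glucocorticoid-activating enzyme (2.89), and Fabp3 (3.27). Of Sertoli genes 2 of 6 rose (3 over the list alone, list adjusted p = 0.0471), the defensin Defb19 (from 1.65 ± 1.43 to 148 ± 35.2 CPM, 6.75, SE 0.49) and transferrin Trf (2.02). Hspa1a was the stress gene of 17 that rose (1.82, 6 over the list alone, list adjusted p = 0.0471). Outside the rule for named genes and chosen after their values were seen, Meg3 rose from 74.9 ± 42.0 to 2158 ± 678 CPM (4.82, SE 0.46) and Mirg, with no UMI in the control mice, was at least 10.5-fold higher. Summed Sertoli markers stood at 247 against 98.0 CPM and granulosa markers at 113 against 319 CPM in these cells. Without control mouse 2, Fabp3, Col13a1, Col4a3, Sparc, Hspa1a and Mirg were not called (adjusted p up to 0.0834), nor were Sparc and Trf without control mouse 1. With cluster 2 in place of cluster 1, Hsd11b1 (0.71, adjusted p = 0.855), Fabp3 (1.04), Col4a3 (2.07), Sparc (0.84), Trf (-0.20) and Mirg were not called, and 15 of the 31 calls named for this class held. Fabp3 was not called in thinned cells either.

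In steroidogenic-like cells, which came from cluster 6, 2 of 15 steroid synthesis genes fell and 3 of 8 theca and Leydig genes rose. The steroid synthesis list was not called (camera adjusted p = 0.508, median -0.20, 1 higher and 2 lower adjusted over the list alone). Hsd3b1 fell from 2329 ± 43.5 to 382 ± 275 CPM (log2 fold change -2.56, SE 0.44, adjusted p = 0.0353 by edgeR) and Cyp11a1, the side-chain cleavage enzyme, from 4894 ± 429 to 2191 ± 47.5 CPM (-1.16, SE 0.21, adjusted p = 0.0423). With Prlr (-1.77), Igfbp4 (-2.80) and Tmem178 (-4.17) they made up all 5 lower genes, of 9547 tested, while 77 rose (edgeR, 943 at an unadjusted p under 0.05, and DESeq2 called 92). Insl3, a peptide hormone of theca and Leydig cells, rose from 24.9 ± 9.44 to 279 ± 75.9 CPM (3.42, SE 0.36), Fabp3 from 311 to 1292 CPM (2.06) and Lcn2 from 3.48 to 112 ± 134 CPM (5.07). These are the 3 of the theca and Leydig list (4 higher and 1 lower adjusted over the list alone, list adjusted p = 0.0107, and 0.465 with an estimated correlation). The higher genes of smallest p were the methyl-CpG-binding gene Mbd1 (from 16.0 ± 3.83 to 419 ± 125 CPM, 4.65, SE 0.35), Serping1 (3.42), Aspn (5.07), C4b (4.79) and AC164623.1 (5.83), all at an adjusted p of 0.00177. Median depth was 5238.5 UMIs in cKO and 6296 in control cells, and cKO mouse 2 gave 49 cells. Without cKO mouse 1, Cyp11a1, Prlr, Igfbp4, Tmem178, Lcn2 and C4b were not called (adjusted p up to 0.463), nor was Prlr without cKO mouse 2 or Cyp11a1 without control mouse 1. Hsd3b1, Cyp11a1, Prlr and Tmem178 were not called at resolution 2, without Scrublet calls or without the highest Scrublet scores (adjusted p up to 0.148), and Lcn2 was not called by DESeq2 or limma-voom. The count of 82 became 50 without cKO mouse 1, 227 without control mouse 1, 312 without control mouse 2 and 46 without the second gonad of cKO mouse 1.

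Cholesterol synthesis genes moved up as a list in steroidogenic-like cells (camera adjusted p = 3.87e-06, median 0.92), with 0 of 17 called by edgeR over all genes and 13 higher adjusted over the list alone. With an estimated correlation the adjusted p was 0.465 for this list and for each of the 6 lists that follow. Lss (1.77) and Sc5d (1.55) had adjusted p-values of 0.0773 and 0.0776. Stress genes moved up with 2 of 17 risen (7 over the list alone, list adjusted p = 3.87e-06), Hspa1a (from 42.8 ± 3.88 to 635 ± 378 CPM, 3.86) and its near copy Hspa1b (3.21). Interferon genes moved up (1.29e-05, 1 of 15 risen and 4 over the list alone, Ifi27l2a by 2.82), as did Sertoli genes (0.000162, 2 of 11 and 5 over the list alone) and basement membrane genes (0.0129, 1 of 16 and 2 over the list alone, Col13a1 by 2.19). The Sertoli genes were Cst12, from 2.10 to 43.1 CPM (3.93), and Clu, from 1125 to 3463 CPM (1.62), against 859 and 6002 CPM in cKO supporting-like cells. Summed Sertoli markers stood at 2119 against 410 CPM here, and at 1678 against 470 CPM in supporting-like cells. Cst12 is among these markers and Clu is not. Most of the sum here thus came from markers that were not called in this class, and it does not show a gain of Sertoli identity. Cell cycle genes (0.0105, 0 of 13 called and 4 lower over the list alone) and granulosa genes (0.0217, 0 of 13 called and 3 lower over the list alone) moved down. Olfr39, chosen with Rian and Meg3 after its values were seen, stood at 162 ± 101 CPM with no UMI in the control mice, at least 146-fold higher. Rian rose from 13.8 to 134 CPM (3.19) and Meg3 by 2.90. Without cKO mouse 1, Ifi27l2a, Col13a1, Clu and Rian were not called, at adjusted p up to 0.350. With listed genes kept, Cst12 (0.75, adjusted p = 0.817), Clu, Ifi27l2a and Col13a1 were not called, and Hspa1b was not called in thinned cells.

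Few genes passed in endothelial-like and myeloid-like cells, in which Trim28 itself was not called. In endothelial-like cells (clusters 12 and 13) Hspa1a rose from 29.2 ± 14.2 to 378 ± 80.4 CPM (log2 fold change 3.57, SE 0.40, adjusted p = 0.0312 by edgeR), the 1 call among 5582 genes. It was lost in 6 of 22 alternatives, namely without control mouse 1 (adjusted p = 0.441, with 1.41e-16 as the lowest of the 22) or either of its gonads, without the second gonad of cKO mouse 1, with DESeq2 size factors and without balancing. In myeloid-like cells (clusters 9 and 15) Retnla, a marker of alternatively activated macrophages, rose from 1.63 ± 2.31 to 1244 ± 836 CPM (10.77, SE 0.98, adjusted p = 0.0283 by edgeR), the 1 call among 7178 genes. It was lost in 2 of 22 alternatives, with limma-voom on single libraries (adjusted p = 0.125, with 2.59e-64 as the lowest) and without the first gonad of cKO mouse 1. At an unadjusted p under 0.05 there were 389 and 432 genes, and DESeq2 called 35 in the 2 classes together. The 2 edgeR calls became 111, 81, 313 and 166 without cKO mouse 1, cKO mouse 2, control mouse 1 and control mouse 2. Stress genes moved up in both classes as a list (camera adjusted p = 4.97e-05, 1 of 16 risen, and 0.0407, 0 of 16), at adjusted p = 0.611 and 0.868 with an estimated correlation. In endothelial-like cells luteal and cholesterol synthesis genes (0.00154 each), cell cycle genes (0.0062) and steroid synthesis genes (0.0114) moved down and progenitor genes up (0.00225), each at 0.611 with an estimated correlation. In myeloid-like cells Sertoli genes (1.39e-05), imprinted genes (0.0124) and basement membrane genes (0.037) moved up, and luteal (0.0108) and cholesterol synthesis genes (0.046) down. With an estimated correlation those adjusted p-values were 0.508 for Sertoli, imprinted and luteal genes, 0.845 for basement membrane genes and 0.802 for cholesterol synthesis genes. Of the 4 Sertoli genes tested in myeloid-like cells 0 were called over all genes and 4 over the list alone, among them Defb19 (3.80, adjusted p = 0.113) and Clu (2.52, 0.113). Of the 4 imprinted genes Meg3 (2.43, 0.0741) and Rian (4.50, 0.247) were called over the list alone.

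The effects in supporting-like and stromal-like cells were then tested against each other. They differed for 441 of 12370 genes (edgeR interaction), with 267 more positive in supporting-like and 174 more positive in stromal-like cells. Bambi (4.62 on the log2 scale, supporting-like minus stromal-like), Cldn11 (2.98), Ly6h (5.84) and Oasl2 (3.08) were among the first group. Meg3 (-3.43), Rian (-3.79) and Defb19 (-5.37) were among the second, and Thbs4, which fell in stromal-like cells, differed by 4.78. The count became 247 without cKO mouse 1 and 817 without control mouse 1.

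Genes also changed alike across classes. Called higher in both supporting-like and stromal-like cells were 72 genes, where independent lists would share 8.11, and in both supporting-like and steroidogenic-like cells 54, where they would share 3.44. Stromal-like and steroidogenic-like cells shared 41 higher genes against 1.24, and the counts of shared lower genes were 1, 3 and 0. In all 3 classes 31 genes rose and 0 fell, and values of those named next were chosen after they were seen. Olfr873 rose by 7.39, 7.09 and 7.96 on the log2 scale in supporting-like, stromal-like and steroidogenic-like cells, Atf7ip2 by 4.26, 6.28 and 3.59, and Mbd1 by 2.24, 2.39 and 4.65. C3 (4.98, 4.88 and 5.56), C4b (5.28, 4.90 and 4.79), Serpina3n (4.35, 5.36 and 5.23) and Serping1 (2.98, 2.13 and 3.42) also rose in the 3 classes. In cKO supporting-like cells these 4 stood at only 9.46, 11.3, 11.3 and 62.0 CPM, at most 3.43% of their stromal-like level, while stromal markers stood there at 0.459% to 4.41% of theirs. Serpina3n in steroidogenic-like cells lost its call in 10 alternatives other than leave-outs (adjusted p up to 0.165). Mbd1 and Serping1 in supporting-like cells were not called in cluster 3 alone, nor C3 and C4b in stromal-like cells with cluster 2 in place of cluster 1. The classes came from the same mice, so their chance deviations are shared too.

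**Figure D4:**
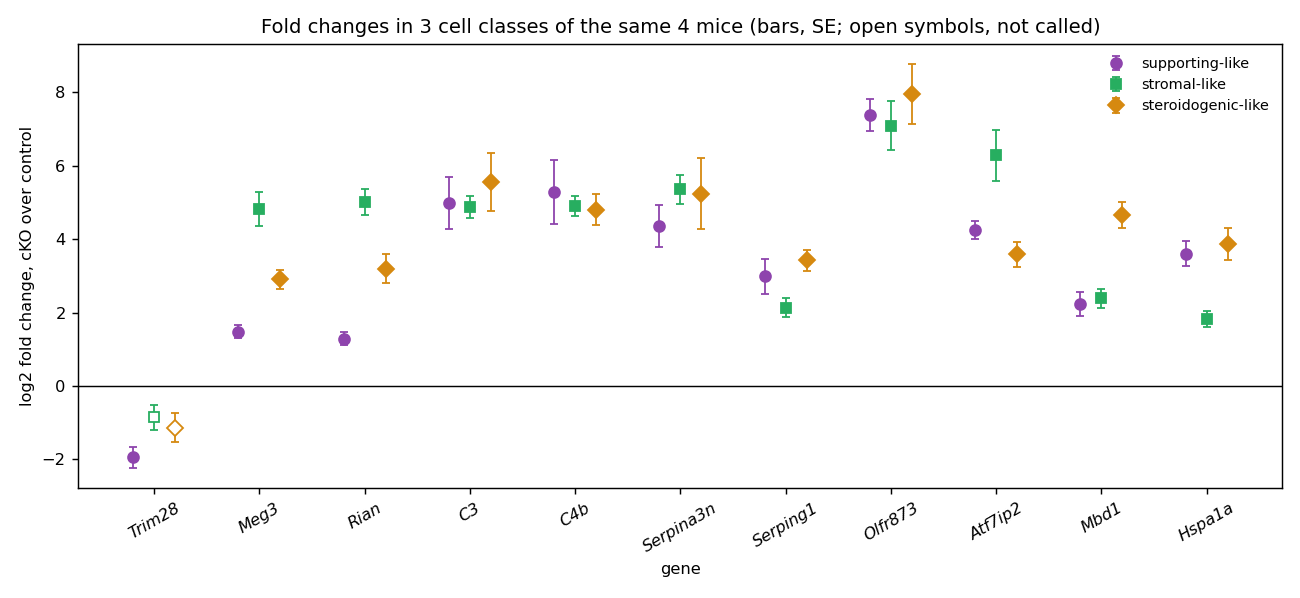
Log2 fold change of cKO over control with its standard error for Trim28 and 10 genes in supporting-like, stromal-like and steroidogenic-like cells, with open symbols where edgeR did not call the gene. Meg3 stands at 1.48, 4.82 and 2.90 in the 3 classes, and Trim28 at -1.94, -0.86 and -1.14.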

Values the study reported

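The study reported 57,063 cells in all, of which its filter removed 1,683. They came to 7292 cells from cKO ovaries, 7051 from control ovaries and 42,720 from testes, the last including public libraries. Among them it counted 3106 supporting cells, with 1112 in cKO ovaries, 1446 in control ovaries and 548 in testes.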

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

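Of the tests in this part, those of free RNA or doublets, depth, cluster shares, handling, the genes under the limit for testis RNA and the stromal share of free RNA were chosen only after the result was seen, while those of testis RNA, stressed cells, the ratio between classes and the other splits of the mice were set before. How the test of the other splits is read was changed after its result was seen, from an argument against other structure to an open question.

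The cKO effect differed between supporting-like and stromal-like cells for 441 of 12370 genes by the edgeR interaction test. For 5 of them, chosen after their values were seen, the gene was called in opposite directions in the 2 classes. The amino acid transporter gene Slc38a5 fell in supporting-like cells (log2 fold change -2.13) and rose in stromal-like cells (3.38), a difference of -5.59. Clec1a rose in supporting-like cells (1.70) and fell in stromal-like cells (-2.67), a difference of 4.31. Mrap fell and rose (-1.51 and 1.91, difference -3.39), Synpo fell and rose (-1.19 and 1.69, difference -2.86), and Vldlr rose and fell (1.26 and -1.37, difference 2.53). Each of the 5 supporting-like calls was lost without cKO mouse 1 (adjusted p up to 0.254), and the stromal-like calls of Mrap, Synpo and Vldlr were each lost in at least 1 leave-out of a control mouse (adjusted p up to 0.214). With cluster 2 in place of cluster 1, none of the 5 was called in stromal-like cells, Slc38a5 standing at 0.83 (adjusted p = 0.545) and Clec1a at -1.08 (0.195), and in cluster 3 alone only Clec1a kept its supporting-like call.

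Sertoli genes rose in cKO supporting-like cells, 14 of 21 tested, with a median log2 fold change of 2.15, and the list's median was also positive in stromal-like (1.01), steroidogenic-like (1.21), endothelial-like (0.82) and myeloid-like cells (2.33 over 4 genes), as free RNA would have it. RNA carried over from the testis would bring Y-linked UMIs. Among 4122345 UMIs of these cells in the cKO mice 0 were seen, and 2 and 1 in the control mice. The cKO count allows 1.81% of the testis level. The median excess was 37.8% for the 14 genes and 3.92% for the 5 most abundant in the testis. The sperm genes Prm1, Prm2 and Tnp1 were counted in these cells too, at log2 fold changes of 0.32, -0.18 and 0.25. For 3 genes under the Y-linked limit (Cst9, Defb36 and Etd, 0.552% to 1.23%) carry-over and expression cannot be told apart. Free RNA or doublets as the whole cause would also give other cells the same share, but 8 of the 14 genes had a higher share of cells with a UMI than cKO endothelial-like cells, with intervals apart, while for the other 6 free RNA and expression cannot be told apart, since Sox9 (3.87% against 1.08%), Gata1 (2.85% against 0.360%), Defb36, Abtb2 and Etd overlapped with this few cells and Trf was lower (4.18% against 15.5%). At 1500 UMIs per cell, 9 of the 12 called Sertoli genes still tested were called (median log2 fold change 2.46 against 2.54). Thinning keeps each gene's expected fraction of UMIs, so this test could hardly lose the calls and does not decide on depth. In cells with few stress UMIs the log2 excess of summed Sertoli UMIs was 2.21, against 2.28 in all cells. This argues against stressed cells for the sum, much of which is Clu (5830 CPM in cKO, 942 CPM in control, before scaling between mice). Next in cKO came Cst12 (837 CPM), so the sum says little of the other genes. In cluster 7 alone 10 of 11 were called (median 2.32 against 2.69). But 8 of the 10 leading genes of cluster 7 rose in cKO, so its cells may differ in state between genotypes. Different shares of clusters 3 and 7 are therefore not decided on. Loss of Trim28 remains a candidate explanation, as does the make-up of the class, since cluster 3 alone called 1 of 10 and gave -0.43 for Cldn11.

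Immediate early and stress genes moved up in cKO cells of all 5 classes tested, with median log2 fold changes of 1.33, 0.34, 0.66, 0.48 and 0.32 in supporting-like, stromal-like, steroidogenic-like, endothelial-like and myeloid-like cells, where 12, 1, 2, 1 and 0 of its genes were called and the adjusted p with an estimated correlation was 0.63, 0.643, 0.465, 0.611 and 0.868. In supporting-like cells thinned to 1500 UMIs the list was called at a camera adjusted p of 4.19e-11. Over its alternatives that adjusted p ran from 5.26e-27 to 0.000239 at the preset correlation. With an estimated correlation it was 0.63, and the list was not called. Thinning keeps each gene's expected fraction of UMIs, so this test could hardly fail and does not decide on depth. Handling of the suspensions could reach every class, and the lowest median of 0.32 leaves it open. For 9 of 17 genes, among them Hspa1a, Atf3 and Btg2, the effect was larger in supporting-like than in stromal-like cells by the interaction test. Because each suspension held 1 genotype, handling and genotype cannot be told apart.

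The 31 genes that rose in supporting-like, stromal-like and steroidogenic-like cells together were weighed against free RNA, which would keep them in 1 ratio between classes. The log2 ratio of their stromal-like to supporting-like level had an SD over genes of 2.77, against 0.126 from counting, from -3.68 (Folr1) to 6.15 (C3), so a single source for all of them is argued against. For 5 of them (C3, C4b, Serpina3n, Serping1 and Tnfaip6) free RNA from stromal-like cells and expression in supporting-like cells cannot be told apart. They stood at 1.45% to 3.43% of the stromal-like level, within the range of stromal markers, and the other 26 started at 4.70%. Free RNA from the other classes was not checked in stromal-like cells, nor in steroidogenic-like cells, although the 31 rest on calls in both. Fabp3, for example, stood at 37.4 CPM in cKO stromal-like against 432 CPM in supporting-like cells, so for such genes it stays open. The other splits of the 4 mice shared 0 genes at most against 31, which met the condition set before against other structure, but 3 splits are too few for a share under 0.05 and each other split mixes the genotypes, which widens the spread, so such structure and genotype cannot be told apart. Loss of Trim28 in several cell types stays open as an untested explanation for the 26, and part of the overlap may come from the mice being the same in each class.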

How the results depend on the processing

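The alternatives without the highest Scrublet scores, without the Sertoli-led cluster, with cluster 3 or 7 alone and with cluster 2 in or beside the stromal-like class were chosen after seeing the data, and in a leave-out the lone mouse of a genotype is assumed to vary like the others. Of 3600 pairs of a named gene and an alternative, 3171 kept direction and side of the threshold, 334 lost the call, 73 gained it and 22 changed sign. The cause of the changes below was not tested. Trim28 in supporting-like cells ran from -2.17 to -1.73 over leave-outs, stood at -1.95 without a call without cKO mouse 1, and at -1.31 in cluster 3 alone. Of the 793 supporting-like calls, 168 of 691 tested were kept without cKO mouse 1, 495 of 635 in thinned cells and 646 of 793 by DESeq2, all of them tested keeping their sign there. Apart from leave-outs, the smallest share of named calls held in cluster 3 alone for supporting-like cells (24 of 67 tested), with cluster 2 in place of cluster 1 for stromal-like cells (15 of 31) and without the highest Scrublet scores for steroidogenic-like cells (16 of 27), where 15 of 22 held in thinned cells.

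Without a filter on low counts, 1766 genes were called in supporting-like cells (66.2% of them higher, against 82.3%), 1013 in stromal-like, 345 in steroidogenic-like and 333 in endothelial-like and myeloid-like cells. Limma-voom on single libraries called 1212, 472, 259 and 18. Cluster 3 alone called 138 supporting-like genes, and 598 of 630 tested kept their sign, while cluster 7 alone called 1040, and 586 of 594 kept theirs. The stromal-like count was 836 with the stricter cell filter, 681 without Scrublet calls, 706 without balancing, 545 with listed genes kept, 769 at resolution 2, 127 in thinned cells, 148 with cluster 2 in place of cluster 1 and 846 with both. The steroidogenic-like count was 52 with listed genes kept, 31 in thinned cells and 37 without the highest Scrublet scores. The endothelial-like and myeloid-like count was 1 with DESeq2 size factors, 35 with the DESeq2 test, 4 without balancing, 5 in thinned cells and 8 without the highest scores. Of 6 supporting-like lists, 1 was called in cluster 3 alone, all 6 in cluster 7 alone and 0 with an estimated correlation.

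Leave-outs gave 199 to 1460 supporting-like, 76 to 774 stromal-like, 46 to 312 steroidogenic-like and 1 to 313 endothelial-like and myeloid-like calls, 4 to 8 lists and 247 to 817 genes that differ between classes. The difference in the supporting-like share ran from -16.6 to -2.14 points, and 30 to 39 genes had shares without overlap.

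Log2 fold changes that turned sign were those of Hsd17b1 (0.40 in cluster 3 alone, 1.55 and called higher in cluster 7 alone, adjusted p = 0.00115, -0.18 to 0.016 over leave-outs), Serpine2 (-0.023 in thinned cells, -0.26 in cluster 7 alone), Cldn11 (-0.43) and Nr0b1 (-0.83) in cluster 3 alone, and Trf in stromal-like cells (-0.20 with cluster 2 in place of cluster 1). Rhox8 turned to 0.29 with limma-voom and 3.12 in cluster 7 alone, and ran from -0.87 to 1.5 over leave-outs, called higher in cluster 7 alone (adjusted p = 0.000921) and without control mouse 1 (0.000325). Trim28 in myeloid-like cells turned to 0.063 with limma-voom, 0.083 without balancing and 0.33 without the highest scores, and ran from -0.55 to 0.21 over leave-outs.

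The labels do not say whether mice with the same number share a litter or day, so the fit with the mouse number as a block is given once. With the block, 1111 supporting-like, 642 stromal-like, 352 steroidogenic-like and 64 endothelial-like and myeloid-like genes were called, against 793, 269, 82 and 2 without it, and Rhox8 turned to 0.020. Deviations of mice with the same number correlated across genes at 0.188, 0.168, 0.0572, 0.00182 and 0.136 in supporting-like, stromal-like, steroidogenic-like, endothelial-like and myeloid-like cells. Deviations were taken from the mean of the 2 mice of a genotype, so the second pair mirrors the first and adds nothing.

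Simulated changes of 2-fold were found in 4.17% of cases in supporting-like cells and changes of 4-fold in 64.2%. Genes of low level, where depth limits the counts, were found less often, with changes of 4-fold called for 24 of 48 genes up to 15.7 CPM and 37 of 47 genes above. Spread between mice was not separated from depth in this test.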

Other observations

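Of the tests in this part, the one on strands was chosen only after the result was seen, as was the rule for runs of genes, and the tests of shared symbols and of random sets were set before.

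The imprinted RNAs between Meg3 and Mirg (chromosome 12, 109541001 to 109749460), 5 genes summed, were higher in every mouse of the cKO in 4 of the 5 classes. They stood at 1848 and 2035 CPM against 772 and 671 CPM in supporting-like cells and at 1864 and 2643 against 49.8 and 117 CPM in stromal-like cells. In steroidogenic-like cells they stood at 2035 and 2710 against 293 and 324 CPM. Levels were far lower in myeloid-like cells (151 and 121 against 25.8 and 22.8 CPM) and in endothelial-like cells (182 and 41.4 against 53.5 and 28.3 CPM), where the mice overlapped.

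Within the span of Kcnip4, which encodes a potassium channel subunit (chromosome 5, 48389502 to 49524907, 1.14 Mb), 10 of 11 tested genes rose in cKO supporting-like cells, by 4.23 to 8.37 on the log2 scale. Of the other 9 genes that rose, all lie inside Kcnip4 and 8 on its strand, so their counts may be 1 transcript. Summed, they stood at 77.2 and 80.1 CPM in cKO against 1.12 and 1.18 CPM in control supporting-like cells, at 4.18 and 4.18 against 0.338 and 0.709 CPM in steroidogenic-like cells and at 0.662 and 0 against 0 and 0 CPM in stromal-like cells. Kcnip4 itself, chosen after its values were seen, went from 0.0966 to 9.77 ± 2.14 CPM (log2 fold change 6.52, SE 0.82).

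A hypothesis tested here is that genes that rose in cKO supporting-like cells lie near each other, as they might if loss of Trim28, a co-repressor that zinc finger proteins bring to repeats, opened shared stretches of chromatin. Among the 653 higher genes there were 82 neighbouring pairs within 100 kb, where random sets of tested genes gave 26.5 on average and 46 at most (share of sets as large 0.0001, the smallest that 10000 sets can give). Pairs that share a symbol or its stem, and could share reads, made up 28.0% (23 of 82). Pairs on opposite strands without overlap, which are not 1 transcript, numbered 24 against 11 on average and 26 at most (share 0.0005). The 139 lower genes with a position had 5 pairs against 1.21 (share 0.0082) and 2 on opposite strands against 0.508 (share 0.094), so whether nearness is particular to genes that rose stays open. No test here addressed repeats or chromatin.

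Supporting-like cells numbered 1001 and 155 in the cKO mice and 962 and 609 in the control mice, of 7106 and 6878 ovarian cells kept. In the testis library they numbered 1267 of 5973 cells. That is higher than the count quoted for testes above, although the cells behind the quoted count included public libraries besides this one and were named by other rules.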
